A study of Homo sapiens with 8 samples. Its data were reported in "Seamless and non-destructive monitoring of extracellular microRNAs during cardiac differentiation from human pluripotent stem cells" (2023).

How the data were processed

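Total RNA from the culture supernatant of differentiating human induced pluripotent stem cells (hiPSCs, line 253G4) was labelled with Cy3 and hybridised to Agilent 1-colour human miRNA arrays. There were 8 arrays, 1 for each of days -1, 3, 5, 7, 9, 21, 35 and 51 of cardiac differentiation and long-term culture. Each array carried 53144 spots, of which 50980 belonged to 5893 probes for 2549 human miRNAs and 2164 were control spots. A probe had 5 to 20 spots, and a miRNA had 1 to 4 probes. The spots were read with Agilent Feature Extraction 12.1.1.1 by the authors, and the spot values were, per the file headers, fluorescence intensity after background subtraction, with no scaling between arrays. The same files gave a total gene signal per miRNA with its error and a flag for detection, also as intensity per the file headers. The series table from the authors held log2 values. Compared with the total gene signal of each array, the deposited log2 values differed by 1 constant per array. Undetected miRNAs had been entered into it at 0.1 units, and miRNAs detected below 1 unit had been raised to 1. How the authors chose the constant was not stated for these arrays. All 8 arrays lay on 1 slide and were read in 1 scan at 1 detector setting, so that slide and scan did not differ between days.

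Spots marked as outliers by Feature Extraction (3.08% of the non-control spots) were left out. No non-control spot was saturated. A probe was taken as well above background on an array where more than 50% of its retained spots carried the flag of that name. For such a probe the log2 spot signals were averaged, and for a dimmer probe the log2 of its mean signal was used. The 75th percentile of the array was then subtracted, taken over the 426 probes that were well above background on all 8 arrays. Each miRNA was represented by its probe with the highest mean log2 value over the 8 arrays, with values held at or above the array's floor. The floor of an array was the lowest value of a probe well above background on it.

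Ratios between days are log2 differences of these scaled values and are therefore relative to the 75th percentile of each array. A miRNA entered a comparison where it was well above background on at least 1 of the 2 days. Where it was so on both days, the ratio is given with a technical standard error (SE) from the spread between the spots of its probe. Where it was so on 1 day only, the ratio is a bound ("at least"), computed against the higher of the floor and the probe's own signal on the other day. Where that bound pointed the opposite way or was 0, the direction was left undetermined. Differences of at least 2-fold were counted. With 1 array per day there is no replicate error and no check by replicates, and no p-value was computed between days. The SE covers spots within an array only, and the number of arrays limits the precision. Values are intensities without a count of molecules, so that no depth in counts applies. The signal over background of each array is given in its place.

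There were 7 comparisons that the study made between days, and a comparison of day 9 with day 7, which spans the change to medium with serum, was added. The miRNAs named in the text followed a rule: the 8 markers the study selected, the other members of the let-7 list and miR-499a-5p, in each comparison the 5 largest rises and the 5 largest falls beyond 2 SE among miRNAs well above background on both days, the 3 largest bounds in each direction, and the members of 6 lists of miRNAs. The text gives a part of these, ranked by the probe that stands for each miRNA. The lists were the miR-302 cluster (with miR-367), the miR-371 cluster (with miR-372 and miR-373), the chromosome 19 miRNA cluster (C19MC), muscle miRNAs, the let-7 family, and miRNAs of blood and liver. The median log2 ratio of a list was set against 10000 random lists of the same size, with each partner drawn from the 50 miRNAs nearest in mean level, and a median was given only where at least 3 members had a ratio. A maturation trend was counted along the lines of the study's criterion, which asks for day 51 above days 9, 21 and 35 and for a course that is level or rising. The tolerance and the threshold were set here, and an excess over days 21 and 35 was not required. Counted were miRNAs well above background on day 51 and at least 2-fold higher on day 51 than on day 9. They did not fall by more than 2 SE from one day to the next. No earlier day lay above day 51 by more than 2 SE. A day not well above background entered at the array's floor, or at the probe's own signal where that was higher. Between 2 such days no fall was checked. The same criterion was applied to the 4 days in each of their 24 orders. Profiles were compared by Pearson correlation across miRNAs and by principal components of the 805 miRNAs that were well above background on at least 1 array. For these, values below the highest of the 8 floors were set to that floor.

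The comparisons, the lists, the rule for named miRNAs, the scaling, the filter and the alternatives were set before the data were examined. Settled later were the single floor for the profile comparison, the matching to 50 neighbours, the minimum of 3 members, the detection rule under the alternative that averages probes, separate counts for higher and lower, and the pairs of days given for markers beyond the planned ones. In the alternatives the scaling was left out, taken over all probes, or replaced by quantile normalization. The background was modelled by normexp with an offset of 50 (limma 3.58.1 in R 4.3.3). The median spot signal was used for it because the mean signal named beforehand is no column of the files. Other alternatives used the total gene signal with its own flag, the mean over all probes of a miRNA, the median of spots, a filter that requires every spot to be well above background (which also changes the probes behind the percentile), no filter with both days at the higher of the 2 floors, the authors' series table, a 4-fold threshold, and no allowed fall in the trend. For the profiles, 2 further alternatives were added after the data had been seen, and for C19MC all miRNAs of the array with a gene between the first and the last gene of the list. Leaving out replicates and fitting the slide as a block were not possible with 1 array per day on 1 slide.

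The code was tested on simulated spots made from the day 9 means, the brightness of each array and the spread between spots, with 200 miRNAs changed on days 3 and 51. In the simulated comparison of day 3 with day -1, run on 565 miRNAs with a ratio, 161 of the 170 changed miRNAs that had a ratio were called in the right direction and 0 of 395 unchanged ones were called. In the simulated comparison of day 51 with day 9, run on 325 miRNAs, 107 of the 113 changed miRNAs with a ratio were called, none in the wrong direction, and 0 of 212 unchanged ones were called. The other 87 changed miRNAs had no ratio there because of the dimness of day 51. For day 51 over day 21, run on 307 miRNAs, 83 of 110 were called, and for day 51 over day 35, run on 316 miRNAs, 91 of 113. In these comparisons all 55 of 55 and 56 of 56 changed miRNAs with signal on both days were called, and the missed ones were bounds below the threshold. When 50 further miRNAs were made to rise up to day 51, the median error of ratios of day 51 over day 9 was -0.23 log2 units over the 318 miRNAs with signal on both days, against -0.08 over 289 without them. For day 51 over day 35, 86 of 153 were then called among 344 miRNAs, against 91 of 113 without these 50. For day 21 over day -1, 9 of 22 were called among 284 miRNAs, where the rise simulated for these 50 equals the 2-fold threshold. Without these 50, no miRNA was changed in that comparison. The trend criterion then found 44 of the 50, all 44 that were well above background on day 51, and 0 unchanged miRNAs. Unchanged miRNAs differed between simulated arrays only by brightness and the noise of spots. The simulation therefore tested the code, and it gives no rate of false calls between real arrays. The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Gene neighbourhood was taken from the RefSeq annotation of assembly GRCh38.p14, to which 2492 of the 2549 miRNAs were matched by name, and no coordinates are given because the files name no build.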

Results

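The miRNAs released into the medium were measured by 1-colour arrays in supernatants of 1 hiPSC line on 8 days, from day -1, before differentiation was started, to day 51, in long-term culture of cardiomyocytes. There was 1 array per day, so each group had 1 sample, and errors given below are SEs from replicate spots within arrays. The brightness of the arrays differed. The 75th percentile of the 426 probes that were well above background throughout was 377 units on day -1, 1047 on day 3, 885 on day 5, 870 on day 7 and 989 on day 9. It was 78.3 units on day 21 and 77.1 on day 51, and day 35 was 1.28 times as bright as day 51. Day 9 was 12.8 times as bright as day 51 at this percentile. The mean net signal of the negative control spots lay between 13.5 units on day 9 and 15.9 units on day 3. The 10 brightest miRNAs made up between 48.9% (day 3) and 56.7% (day 9) of the summed signal.

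Of the 2549 miRNAs on the array, 447 were well above background on day -1, 562 on day 3, 595 on day 5, 657 on day 7 and 760 on day 9. On days 21, 35 and 51 the numbers were 284, 305 and 287. In all, 805 miRNAs were so on at least 1 array and 231 on all 8. By the detection flag of the files, the alternative that moved these numbers most, 925 were detected on at least 1 array and 303 on all 8. Because of the dim arrays, the lowest scaled value that could be told from background was -3.78 on day 21 and -7.61 on day 9. A miRNA whose scaled level lay between these values was therefore detectable on day 9 and not on day 21.

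**Figure D1:**
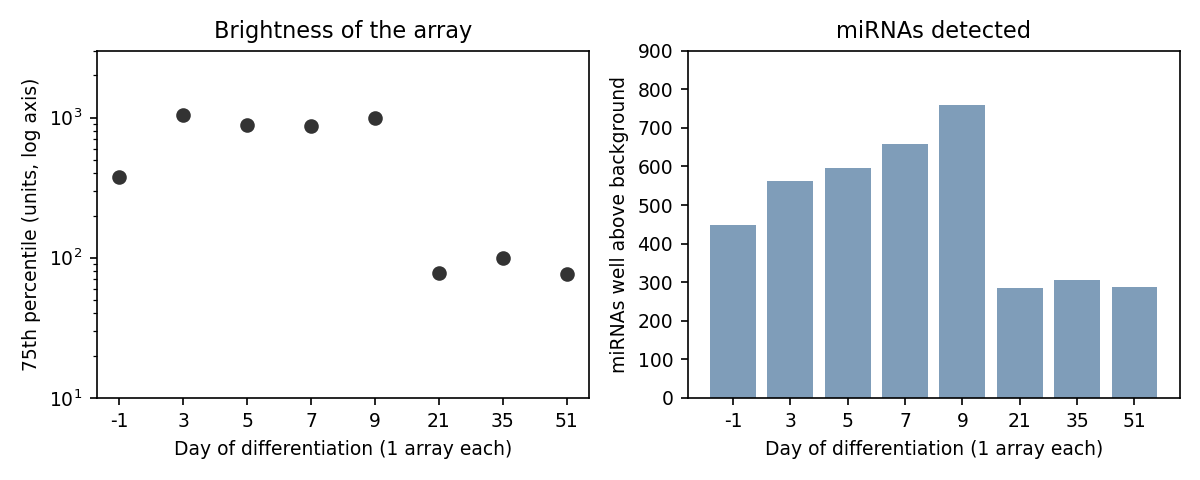
Brightness of each array, as the 75th percentile of 426 common probes in fluorescence units on a log axis (left), and number of miRNAs well above background (right), by day with 1 array each. Days 21 and 51 lie at 78.3 and 77.1 units and day 35 is 1.28 times as bright as day 51, with 284 to 305 miRNAs, against 377 to 1047 units with 447 to 760 miRNAs on the earlier days.

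The 8 profiles were then compared as a whole. Pearson correlations across the 805 miRNAs, which are not independent replicates, ranged from 0.79 between days -1 and 35 to 0.993 between days 35 and 51. The first principal component held 64.8% of the variance and the second 17.8%. On the first component, days -1, 3, 5 and 7 had scores from -13.6 to -9.14, day 9 had 2.39, and days 21, 35 and 51 had scores from 12.8 to 15.1. These values share a floor, and 66.8% of them lay at it. With each array at its own floor, the alternative that moved the share of the first component most, it was 80.6%. The pairs with the extreme correlations also depended on the setting. Over the 231 miRNAs well above background on all arrays, the lowest was 0.72 between days -1 and 21. The highest there was 0.989, between days 5 and 7. Without scaling the lowest was 0.78, between days 5 and 51.

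The study compared day 3 with day -1 to find markers of mesoderm. In this comparison 51 miRNAs were at least 2-fold higher and 115 at least 2-fold lower on day 3, out of 578 that entered, and the direction of 88 was undetermined. Among the alternatives with the same threshold, leaving out the scaling moved these numbers most, to 349 higher and 10 lower, and with a 4-fold threshold they were 1 and 25. Median ratios moved by 1.47 log2 units when the scaling was left out. Among miRNAs well above background on both days, the largest rise was that of miR-328-5p, with a log2 ratio of 3.33 (SE 0.035), followed by miR-4634 with 1.90 (SE 0.026). The largest falls were those of miR-1249-5p, which fell by 3.90 (SE 0.034) on the log2 scale and had a log2 ratio of -2.02 by its other probe, and miR-1260b, which fell by 3.89 (SE 0.037). The marker miR-489-3p was well above background on day 3 and not on day -1, at 34.8 against -0.13 units. It was at least 2.85-fold higher on day 3, a log2 bound of 1.51. With all its probes averaged the log2 bound was 0.81, below the 2-fold threshold, with the median of spots it was 0.995, and under normexp its direction was undetermined. It stayed well above background on days 5 and 7, and on day 9 it was at least 6.01-fold lower than on day 7.

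Days 7 and 9 were compared with day -1 for markers of cardiac differentiation. On day 7, 132 miRNAs were at least 2-fold higher and 66 lower out of 668. On day 9, 183 were higher and 97 lower out of 768. Without scaling, 429 were higher and 19 lower on day 7, and 507 higher and 27 lower on day 9. Under quantile normalization and normexp more miRNAs were lower than higher in both comparisons, with 80 higher and 94 lower on day 7 and 112 higher and 145 lower on day 9 under the former. The largest bound was that of miR-133b, which was at least 61.6-fold higher on day 7 and at least 200-fold higher on day 9. The markers miR-1-3p and miR-133a-3p were not well above background on day -1. On day 7, miR-1-3p was at least 39.6-fold higher (log2 bound 5.31) and miR-133a-3p at least 9.83-fold higher (log2 bound 3.30). Under normexp these log2 bounds were 1.81 and 0.28. The level of miR-1-3p on day 9 differed from that on day 7 by a log2 ratio of 0.002 (SE 0.018) by the probe that stands for it and of 0.31 by its other probe, while miR-133a-3p was higher on day 9 by 1.91 (SE 0.021). Of the 10 miRNAs in the muscle list, 3 were well above background on day 7, all as bounds, and their median of 5.31 lay at the 100th percentile of random lists. The other 7, miR-499a-5p among them, were not well above background on either day. Of the 3 with a bound, miR-1-3p and miR-133a-3p had been selected by the study from these same arrays. The percentile is therefore no independent support. A miRNA well above background on day 7 only could enter only as higher. The largest rise between days with signal was that of miR-371a-5p on day 7, with a log2 ratio of 4.20 (SE 0.16) and 3.32 by its other probe, and that of miR-1290 on day 9, with 4.56 (SE 0.044) and 3.92 by its other probe.

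The study inverted the comparisons of days 9 and 21 with day -1 to find markers of residual undifferentiated cells. On day 9, miR-302b-3p showed the largest fall of all miRNAs with signal on both days. It fell by 7.65 (SE 0.074) on the log2 scale, from 1465 to 19.2 units. The other marker, miR-302a-3p, fell by 4.18 (SE 0.041), from 1070 to 155 units. On day 21 neither was well above background, and the bounds were at least 53.4-fold lower for miR-302b-3p and at least 39.0-fold lower for miR-302a-3p. All 7 members of the miR-302 cluster (with miR-367) with a ratio were lower on day 9 than on day -1. Their median of -3.54 lay below that of every random list (percentile 0), and it was negative under each alternative. Without scaling 3 of 8 members were higher on day 9: miR-302a-5p, at 255 against 198 units, miR-367-3p, at 248 against 160 units, and miR-302b-5p, as a bound. The miR-371 cluster (with miR-372 and miR-373) had a median of 1.26, at the 89.5th percentile of random lists, with 3 of 4 members higher, and normexp reversed its sign to -0.47. In it miR-371a-5p rose by 3.72 (SE 0.11) while miR-371b-5p fell by 3.04 (SE 0.049). Of the C19MC list, 26 of 28 names were on the array and 6 had a ratio, 5 of them as bounds. Their median of -0.15 lay at the 18.0th percentile with 3 higher and 3 lower, and its sign changed between alternatives. The list leaves out part of the cluster. With all 47 miRNAs of the array matched to a gene in the cluster, an alternative chosen after the data had been seen, 10 had a ratio, 7 of them higher and 3 lower, and the median was 0.70, at the 86.1st percentile.

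On day 21, 138 miRNAs were at least 2-fold higher and 58 lower than on day -1 out of 470, and the direction of 143 was undetermined. Without scaling, 30 were higher and 274 lower, and 14 miRNAs turned from one side of the 2-fold threshold to the other. Among miRNAs well above background on both days, the largest rise was that of miR-4644, with 4.76 (SE 0.054) and 2.80 by its other probe, and the largest fall that of miR-6893-5p, which fell by 3.90 (SE 0.065) and had -4.17 by its other probe.

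**Figure D2:**
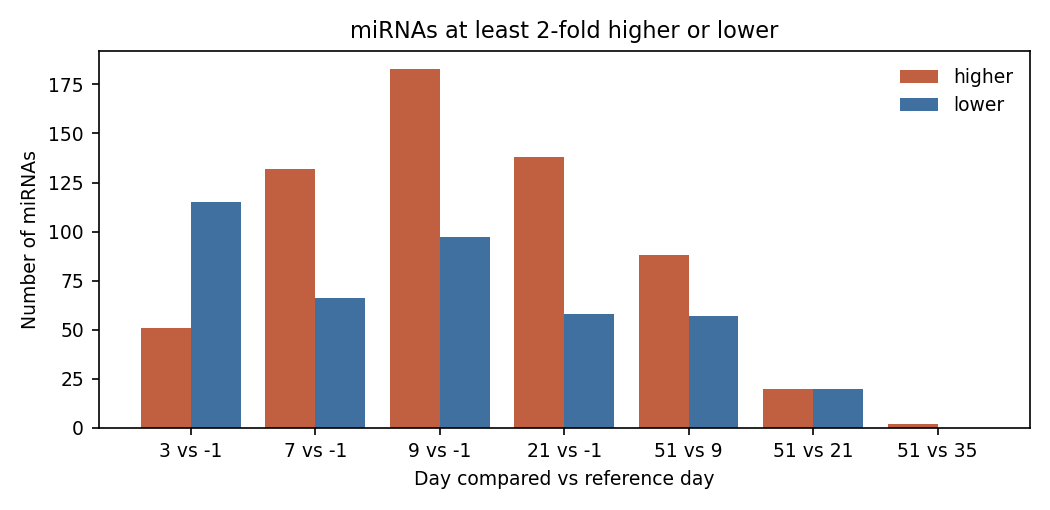
Number of miRNAs (vertical axis) at least 2-fold higher or lower in each of 7 comparisons between days (horizontal axis), bounds included, after scaling to the 75th percentile. The numbers run from 183 higher and 97 lower for day 9 against day -1 to 2 higher and 0 lower for day 51 against day 35. Without scaling, all 636 miRNAs past the threshold for day 51 against day 9 are lower.

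Day 51 was compared with days 9, 21 and 35 for markers of maturation. Against day 9, 88 miRNAs were at least 2-fold higher and 57 lower, and for 423 of the 766 that entered the direction was undetermined because day 51 was dim. Without scaling 0 were higher and 636 lower, and 65 miRNAs turned to the other side of the threshold. Under scaling over all probes, whose percentile lay at or near background, 48 were higher and 104 lower. Against day 21, which had a similar brightness, 20 were higher and 20 lower out of 321. Against day 35, 2 were higher and 0 lower out of 315. Those 2 were miR-483-3p, at least 2.93-fold higher, and miR-7111-3p, at least 2.13-fold higher. Between days 9 and 51 the largest rise among miRNAs well above background on both days was that of miR-6872-3p, with 4.51 (SE 0.045), from 18.8 to 33.5 units. The largest fall among them was that of miR-6794-5p, which fell by 3.30 (SE 0.032). Between days 21 and 51 miR-378i rose by 1.97 (SE 0.062) and miR-1290 fell by 2.19 (SE 0.046). In the same interval miR-1-3p rose by 1.22 (SE 0.032) and miR-133a-3p by 1.42 (SE 0.049).

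The study picked its maturation markers from these arrays as candidates. Its later RT-qPCR showed a marked rise of let-7c-5p, without a significant one for miR-208b-3p or for let-7b-5p. On the arrays, miR-208b-3p was well above background on days 35 and 51 and on no earlier day. It had 9.03 units on day 51 against -0.33 on day 9 and was at least 22.9-fold higher relative to the 75th percentile (log2 bound 4.51). Without scaling its log2 bound over day 9 was 0.83. With scaling its log2 bound over day 21 was 0.69, and its log2 ratio over day 35 was 0.44 (SE 0.099). Neither of these reached the 2-fold threshold. On day 51 let-7b-5p had 4.61 units, with 2 of 10 spots well above background, and it was well above background on day 9 alone, at 8.16 units. Its direction was therefore undetermined, and without scaling it was at least 1.69-fold lower on day 51. On no array was let-7c-5p well above background. It had 4.83 units on day 51, with 3 of 10 spots well above background, against 0.95 units on day 9 with 0 of 10. The mean of the negative control spots was 0.93 units on day 51 and -0.19 on day 9. No ratio was therefore given for let-7c-5p, although its signal was higher on day 51 in units. By the total gene signal and flag of the files, let-7b-5p had a log2 ratio of 2.36 and let-7c-5p a bound of 5.01 after scaling. The 7 other members of the let-7 list were not well above background on any array, so that the list had no median. By the total gene signal its median was 4.58 over 3 members.

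The maturation trend was met by 50 of the 287 miRNAs well above background on day 51, or 17.4%. Day 51 had the highest value of the 4 days in 40 of the 50. With the 4 days in other orders, the criterion was met by at most 49 miRNAs (days 35, 51, 21 and 9 in this order), and by a median of 10.5 over all 24 orders. Among the 247 miRNAs well above background on all 4 days it was met by 26 in the order of time and by at most 24 in another order. The order of time thus gave the highest number in both, by a small margin. In 24 of the 50 at least 1 of the 4 days was not well above background, and in 7 of the 50 the signal in units was higher on day 51 than on day 9. Days not well above background entered at the floor or above, which was -3.78 on day 21 against -7.61 on day 9. For these 24 a level or rising course could thus come from the floor. Without scaling the trend was met by 0 miRNAs, and by 101 in the authors' series table.

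**Figure D3:**
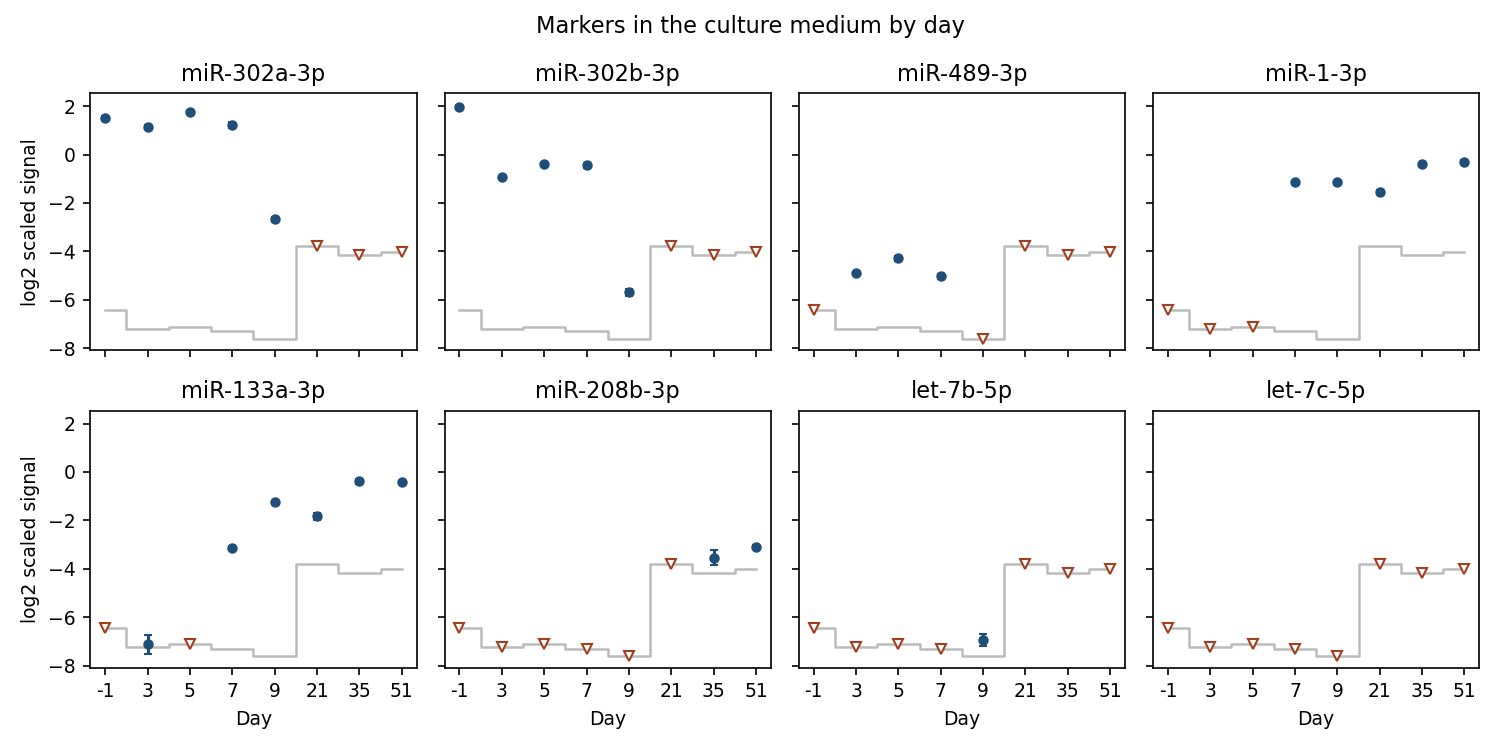
Scaled log2 signal (vertical axis) of the 8 study markers by day (horizontal axis), with filled points and the SD between spots where a miRNA was well above background, and open triangles at the array's floor where it was not. The grey line is the floor, which lies at -7.61 on day 9 and at -3.78 on day 21.

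The comparison of day 9 with day 7 spans the change to medium with serum. In it 140 miRNAs were at least 2-fold higher and 92 lower out of 786. Scaling over all probes, whose percentile lay at or near background, gave 70 higher and 169 lower. Among miRNAs well above background on both days, the largest rise was that of miR-1249-5p, with 3.04 (SE 0.033) and 1.95 by its other probe, and the largest fall that of miR-302b-3p, which fell by 5.25 (SE 0.079). Of the 10 miRNAs of blood and liver, 4 had a ratio. Their median was 0.15, at the 42.1st percentile of random lists, with 2 higher and 2 lower. The sign of this median changed between alternatives, from -0.32 with scaling over all probes to 0.34 without scaling.

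Where a miRNA had more than 1 probe well above background on both days, the probes were compared. Their ratios differed by more than 2-fold for 7.39% of such miRNAs at most, in the comparison of day 21 with day -1, and for 0% in those of day 51 with days 21 and 35. The median gap between probes was between 0.068 log2 units (day 51 over day 35) and 0.17 (day 21 over day -1). A pair of probes moved in opposite directions by at least 2-fold each for 1 miRNA, in the comparison of day 9 with day 7.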

Values the study reported

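The study reported 925 miRNAs in the supernatants of these days.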

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

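The tests in this part were all chosen after the results had been seen. Besides the miRNA probes, the arrays carried control features that no comparison above used, and 6 feature names among them had most of their spots well above background on at least 1 array. What these names stand for was not examined here. The highest mean spot signal was 62414 units for hur_2, 35576 for hur_1, 1843 for hur_4, 1420 for mr_1 and 119 for hur_6, each on day 7, and 29.3 for hur_5 on day 9. Each of hur_1, hur_2, hur_4, hur_6 and mr_1 was well above background on all 8 arrays, and hur_5 on 3. These signals appeared in a part of the data outside the main measurement, above the level of the negative controls.

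Unspecific background is argued against by the 7 names of negative control features, none of which had a mean above 2.19 units on any array. The overall brightness of an array does not account for the signals alone. From day 9 to day 51 the signal of hur_1 became 4.73 times lower and that of hur_2 27.5 times lower, a ratio of 5.81 between these falls, and the 75th percentile of the common probes became 12.8 times lower. A change in the medium between days may have contributed and stays open, as does a difference in how these features respond to the amount of RNA, since neither was tested and there was 1 array per day.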

How the results depend on the processing

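The alternatives below were planned, except the pair for the principal components (each array at its own floor, and the 231 miRNAs well above background on all arrays) and the wider list for C19MC, which were chosen after the data had been seen. No paired analysis was possible because there was 1 array per day, and no replicate or slide could be left out. Quantities with no test were compared with the spread between spots, or by a factor of 1.5 for counts. The share of the first component was compared with its SD over random resamples of the miRNAs, 2.23 percentage points. Of 320 recalculated values, 154 moved by less than these limits, 165 moved by more, and 1 that had been past the 2-fold threshold changed its sign. Among medians of lists below the threshold the sign was also opposite in 5 of 10 alternatives for C19MC and in 4 of 10 for the blood and liver list. The miRNAs detected on any array were 925 by the flag of the files, which the series table shares, 710 with all probes averaged and 744 with every spot required, and those on all 8 arrays 303, 195 and 200, each within the factor of 1.5. The other alternatives leave detection as it is or do without it. Except where construction is named, the cause was not tested.

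Leaving out the scaling moved the median ratio by 1.47 log2 units for day 3 over day -1, by 1.21 for day 7, by 1.39 for day 9, by -2.27 for day 21 and by -3.68 for day 51 over day 9. It gave 349 miRNAs higher and 10 lower on day 3 than on day -1, 429 and 19 on day 7, 507 and 27 on day 9, and 30 and 274 on day 21. It gave 0 higher and 636 lower for day 51 over day 9, and 1 and 8 for day 51 over day 35. By construction these numbers follow the brightness of the arrays. The marker bounds became 2.99 for miR-489-3p, 6.51 for miR-1-3p, 4.50 for miR-133a-3p and 0.83 for miR-208b-3p, and the falls -2.79 for miR-302a-3p and -6.25 for miR-302b-3p. The trend was met by 0 miRNAs and the first component held 80.3%. The medians were -1.52 for the miR-302 cluster, 2.46 for the miR-371 cluster, 1.24 for C19MC and 6.51 for the muscle list.

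Taking the percentile over all probes gave 156 higher and 46 lower on day 3, 150 lower on day 9, 79 higher and 153 lower on day 21, 48 and 104 for day 51 over day 9, 1 and 1 for day 51 over day 35, and 70 and 169 for day 9 over day 7. With 123 higher on day 9, the larger number was thereby on the opposite side for days 3, 9 and 21 over day -1, for day 51 over day 9 and for day 9 over day 7. Of the 5893 probes, 522 (day 51) to 1466 (day 9) were well above background. The 75th percentile over all probes thus lay at or near background on each array. By construction the scaling then rests on signal near background, and these reversals cannot tell whether a direction is stable. The markers had 2.19 (miR-489-3p), 5.34 (miR-1-3p), 3.85 (miR-208b-3p), -4.63 (miR-302a-3p) and -8.09 (miR-302b-3p). The trend was met by 22 miRNAs and the first component held 70.7%. The medians were -3.99 for the miR-302 cluster, 0.82 for the miR-371 cluster, -0.60 for C19MC and -0.32 for the blood and liver list. Quantile normalization gave 80 higher on day 7, 112 higher on day 9 and 1 lower for day 51 over day 35. The markers had 4.67 (miR-1-3p), 2.58 (miR-133a-3p) and -7.87 (miR-302b-3p), and the medians were -4.15 (miR-302 cluster), 0.64 (miR-371 cluster), -0.89 (C19MC), 4.67 (muscle) and -0.19 (blood and liver).

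Background modelling by normexp gave 12 higher and 193 lower on day 3, 33 higher on day 7, 45 higher on day 9, 29 lower on day 21, 157 and 14 for day 51 over day 9, 1 and 4 for day 51 over day 21, 0 higher for day 51 over day 35, and 28 and 39 for day 9 over day 7. The markers had 1.81 (miR-1-3p), 0.28 (miR-133a-3p), 3.05 (miR-208b-3p), -3.69 (miR-302a-3p) and -5.63 (miR-302b-3p), and miR-489-3p had no value because its direction was undetermined. The first component held 53.7%. The miR-371 cluster changed its sign to -0.47, the 1 reversal among values past the 2-fold threshold. The other medians were -2.05 (miR-302 cluster), -1.28 (C19MC), 1.81 (muscle) and -0.19 (blood and liver).

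The total gene signal of the files, with its more permissive flag, gave 102 higher on day 3, 204 higher and 104 lower on day 7, 305 higher on day 9, 130 lower on day 21, 137 lower for day 51 over day 9, 62 and 88 for day 51 over day 21, 24 and 27 for day 51 over day 35, and 264 higher for day 9 over day 7. With 112 higher for day 51 over day 9, the larger number was on the opposite side there, and also for day 51 over day 35. The markers had 3.26 (miR-489-3p), 6.47 (miR-1-3p), 4.74 (miR-133a-3p), 6.97 (miR-208b-3p), -4.37 (miR-302a-3p) and -7.83 (miR-302b-3p). The trend was met by 76 miRNAs, and the medians were -4.08 (miR-302 cluster), 0.12 (C19MC) and 6.47 (muscle). The authors' series table gave 139 higher on day 3, 293 higher on day 9, 213 higher on day 21, 6 and 1 for day 51 over day 35, and 224 higher for day 9 over day 7. With 86 lower on day 3, the larger number was on the opposite side for day 3 over day -1. The markers had 2.38 (miR-489-3p), 5.42 (miR-1-3p), 3.69 (miR-133a-3p), 5.47 (miR-208b-3p), -3.83 (miR-302a-3p) and -7.29 (miR-302b-3p). The trend was met by 101 miRNAs, and the medians were 1.53 (miR-371 cluster), 0.37 (C19MC) and 5.42 (muscle). Here let-7c-5p entered, with a bound of 5.01 by the total gene signal and of 4.06 in the series table, and let-7b-5p had 2.36 and 2.92. The let-7 list had a median there of 4.58 at the 99.3rd percentile and of 4.06 at the 100th, each over 3 members, all higher and 2 of them as bounds, and 4.06 is also the difference between the constants of these arrays in that table. Without scaling let-7b-5p had a bound of -0.76, in the opposite direction. Without a filter let-7c-5p had 0.02 and let-7b-5p 0, since day 9 was then held at the floor of day 51, and so was day 51 for let-7b-5p. The other alternatives gave no value for either.

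Averaging all probes of a miRNA gave 0 higher for day 51 over day 35. The markers had 0.81 (miR-489-3p), 3.65 (miR-1-3p), 2.29 (miR-133a-3p), 4.39 (miR-208b-3p) and -4.64 (miR-302b-3p, a bound). The first component held 61.5%, and the medians were 0.0098 (miR-371 cluster) and 3.65 (muscle). C19MC had no value there, since fewer than 3 members had a ratio. With the median of spots there was 1 higher for day 51 over day 35, the markers had 0.995 (miR-489-3p), 4.80 (miR-1-3p), 2.77 (miR-133a-3p) and 4.27 (miR-208b-3p), and the medians were 1.02 (miR-371 cluster) and 4.80 (muscle). Requiring every spot above background gave 78 higher and 77 lower on day 3, and 1 higher for day 51 over day 35. The markers had 1.11 (miR-489-3p), 4.80 (miR-1-3p), 2.79 (miR-133a-3p), 4.08 (miR-208b-3p), -3.95 (miR-302a-3p) and -7.41 (miR-302b-3p), and the medians were -3.31 (miR-302 cluster), 0.72 (C19MC) and 4.80 (muscle).

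Without a filter miR-208b-3p had 0.93, the trend was met by 28 miRNAs, and the medians were -1.65 (miR-302 cluster), 0 (miR-371 cluster) and 0 (muscle), because members at the floor on both days enter with 0. The 4-fold threshold lowered the counts by construction, to 1 higher and 25 lower on day 3, 34 and 23 on day 7, 68 and 42 on day 9, 89 and 29 on day 21, 37 and 18 for day 51 over day 9, 0 and 2 for day 51 over day 21, 0 higher for day 51 over day 35, and 26 and 27 for day 9 over day 7. With each array at its own floor the first component held 80.6%, and with the 231 miRNAs well above background on all arrays 65.8%. With all miRNAs of the array that have a gene in the cluster, the median of C19MC was 0.70 over 10 members.

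The signs of miR-302a-3p, of miR-302b-3p and of the miR-302 median were kept in each alternative. For miR-208b-3p, miR-133a-3p, miR-489-3p and miR-1-3p, which are bounds, a change of sign could not have shown, since a bound that points the opposite way is left undetermined, as happened to miR-489-3p under normexp. The 2-fold threshold was passed in each alternative by miR-1-3p, miR-302a-3p and miR-302b-3p. It was not passed by miR-489-3p at 0.81 and 0.995, by miR-133a-3p at 0.28, or by miR-208b-3p at 0.83 and 0.93. Signal over background set the limit on the later days: the lowest scaled value that could be told from background was -3.78 on day 21, -4.16 on day 35 and -4.02 on day 51, against -7.61 on day 9.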

Other observations

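The tests of the difference between neighbouring genes and of miR-653 in this part were planned before their results were seen, and the tests of the direction of neighbours, of the miR-302 pairs, of brightness, of the authors' table, of miR-302b-3p and of serum were chosen after the results had been seen.

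The arrays of days 21, 35 and 51 were far dimmer than that of day 9. A lower gain of the scanner is argued against by the negative control spots, whose net signal on days 21, 35 and 51 was at least 1.04 times that on day 9, and by the single scan that held all arrays. A single common factor, such as less RNA on the array and nothing else, is argued against by the spread of the ratios. Among the 231 miRNAs well above background on all arrays, the SD between miRNAs of the log2 ratio of day 51 over day 9 was 1.13, against 0.31 for day 51 over day 35 and a median technical SE of 0.036. The row of the slide is argued against as the cause of the difference from day 9, because day 9 lay in the same row as days 21, 35 and 51 and was 1.24 times as bright as the mean of the other row. The position within the row was not tested. Less RNA or less efficient labelling, beside changes in single miRNAs, also stays open. The 6 control feature names beginning with dmr, taken here as probes for added reference RNA, were well above background in 0 of 48 pairs of name and array and gave no reference level. A lower release of miRNAs by the cells in long-term culture, which the design names by day, stays open as well and was not tested. The changes of culture medium and the replating of the cells between these days cannot be told apart from the day.

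In the authors' table let-7c-5p was higher on day 51 than on day 9 by 7.38 log2 units. This value equals the sum of 2 parts of the table's construction. The first is 3.32, the step from the value for undetected miRNAs, 0.1 units, to the lowest value for detected ones, 1 unit. The second is 4.06, the difference between the constants of these arrays. The difference is the same, within 0.001, for 4 miRNAs, let-7a-5p among them, and it was larger for 2 miRNAs. The 1673 miRNAs that the files mark as undetected on both days also differ between these days, by 4.06 each, which is the difference between the constants. The size of the value for let-7c-5p in that table is thus set by the construction, while its direction is a separate matter. The brightest probe of let-7c-5p had 4.83 units on day 51 (SD 1.03, 10 spots) and 0.95 units on day 9 (SD 1.32, 10 spots), though day 51 was the dimmer array. It had 0.29 units on day 21 and 2.87 on day 35. The second probe had 2.57 units on day 51 and 0.12 on day 9, with 0 spots well above background on either day. The mean of the negative control spots was also higher on day 51, at 0.93 against -0.19 units. More let-7c-5p in the medium on day 51 is therefore a candidate explanation for the direction. The study reported a marked rise of let-7c-5p over long-term culture by RT-qPCR, a measurement apart from these arrays. The arrays alone leave the explanation open because 3 of 10 spots of the brightest probe were well above background on day 51.

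From day -1 to day 3, miR-302b-3p fell by 2.88 (SE 0.041) on the log2 scale while miR-302a-3p fell by 0.34, miR-302c-3p by 0.88, miR-302d-3p by 0.27 and miR-367-3p by 0.03. In units miR-302b-3p went from 1465 to 551, and the other 4 rose. A single faulty probe is argued against, since the second probe of miR-302b-3p lay at -2.59 relative to the median of those 4, and the first at -2.58. The difference was also taken under 3 of the alternatives that do more than shift an array by 1 constant. Under these (quantile normalization, normexp and total gene signal) it lay between -2.60 and -2.45. Binding of related sequences by the probes of the other members was not tested. A fall of miR-302b-3p in the medium against its cluster may be biological, as a hypothesis found and tested on the same 2 arrays.

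A hypothesis was that miRNA genes within 10 kb of each other share a precursor transcript and move together from day -1 to day 9. Among 71 such pairs, formed by 58 miRNAs, the median absolute difference of log2 ratios was 1.52. Random pairs matched on mean level had a median of 1.45, and 62.9% of the random medians were as small, so that this difference was no smaller in neighbours. It counts unequal falls as a difference, and 19 of the 71 pairs lie within the miR-302 cluster, where both miRNAs fell in all 19 and the median difference was 2.78. In direction, 45 of the 71 pairs agreed, against a median of 35 in random pairs, and 1.16% of the random sets had as many. Without the miR-302 cluster 26 of 52 pairs agreed, against 26, with a difference of 1.33 against 1.40. The shared direction thus rests on the miR-302 cluster, and the hypothesis stays open. Binding of near-identical family members by the same probes, which would have made neighbours look alike, was examined in the 41 pairs with different family numbers. These had 1.50 against 1.42, and with no smaller difference to explain, the test decided nothing. The pairs overlap in their members and are not independent.

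For miR-489-3p, the signal on day 3 led to the hypothesis that the transcript with its neighbour miR-653 is switched on. Of the 6 probes for miR-653, 0 were well above background on day 3, so the test leaves this open.

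On day 9 more miRNAs were at least 2-fold higher than lower against day 7 (140 and 92). It was otherwise with scaling over all probes (70 and 169), whose percentile lay at or near background. The same held under quantile normalization (106 and 114) and under normexp (28 and 39). A candidate explanation for the larger number of higher miRNAs is that serum brought miRNAs in. The median of the blood and liver list lay at the 42.1st percentile of random lists with 2 of its members higher and 2 lower, so the test leaves this open. Of the 2 higher ones, miR-451a had 10.1 units on day 9 and 0.81 on day 7, and miR-122-5p had 21.9 and 14.3 units. By its other probe miR-122-5p had a log2 ratio of 0.12. Of the 2 lower ones, miR-192-5p had 7.91 and 12.5 units, a log2 ratio of -0.86 (SE 0.083). The other, miR-486-5p, had 11.9 and 11.4 units, a log2 ratio of -0.13 (SE 0.075) after scaling. Medium without cells was not analysed here, and whether the probes also bind bovine miRNAs was not examined.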
